A study of Mus musculus with 7 samples. Its data were reported in "TRF2 couples muscle stem cell identity to regenerative repair" (2026).

How the data were processed

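The data were peak lists, that is, tables of genomic regions called from sequencing, and no table of reads per region was used here. According to the methods of the study, adapters were trimmed with Cutadapt and reads were aligned to mouse build mm10 with Bowtie2 in local mode. Duplicates were removed with Picard, and unique, properly paired reads were kept with SAMtools. That description opens with CUT&Tag, and its section covers ATAC-seq as well. Beyond the stringent mode of SEACR, no peak-caller settings are stated there, nor a shift of ATAC reads for the transposase or the use of IgG as a control in peak calling, so the positions of narrow ATAC peaks may be off by a few bases and the peak numbers depend on unknown thresholds.

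Peaks were called by the authors with MACS, SEACR (stringent) and GoPeaks. Used here were lists called per library, from MACS for all 7 libraries and from SEACR and GoPeaks for the ATAC libraries. Each MACS peak carries a fold enrichment at its summit over local background, deposited by the authors. It also carries the authors' -log10 p and -log10 q, and the lowest -log10 q in each list was near the value for q = 0.05. The deposited MACS score is a rescaled -log10 q and was not used in any test. SEACR regions carry the authors' summed and maximum signal from normalized coverage, which was not compared between libraries. GoPeaks regions carry positions only. The authors combined the callers with DiffBind into a consensus, after removing blacklisted regions. The deposited consensus lists are named by genotype and not by library, and were taken here as pooled over both libraries of a genotype, which the methods do not state. The deposited DiffBind score of a consensus region has no stated scale and was not used, and the rule for keeping a region is not stated. Folds are each peak's own value and were used only to describe, rank or filter peaks within a list.

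The 7 libraries were grouped by their titles into CUT&Tag TRF2 (2), CUT&Tag IgG (1), ATAC Control (2) and ATAC TRF2KO (2). A library is the unit of replication for genotype comparisons, and 2 against 2 gives 6 assignments of the labels. Regions on autosomes 1 to 19, X and Y were kept, and each MACS list lost between 1 and 7 peaks on other sequences. No region passed the end of its chromosome in GRCm38, whose chromosome coordinates mm10 shares. Genes, exons and start sites came from GENCODE release M21. Coordinates are counted from 1. The nearest gene of a region was that of the nearest annotated transcript start, which can lie inside the gene, and distances are given to the start of the gene unless a transcript is named.

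Depth was recovered from the lists. A MACS fold is the summit pileup plus 1 over the background plus 1, and the p is the Poisson tail of that pileup, so both could be solved for every peak with a -log10 p under 200 (100% of them solved). The ATAC background was nearly constant within each library. It follows the number of fragments, but no read total was reconstructed, and the share of fragments inside peaks was not analysed here. A peak missing from a list means that it did not pass the threshold there, not that the chromatin was closed.

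Regions overlapped when they shared at least 1 bp. TRF2 regions were merged MACS peaks with a peak in both TRF2 libraries. Genotype-specific regions were merged MACS peaks of the 4 ATAC libraries with a peak in both libraries of 1 genotype and in neither of the other. Totals were compared by an exact two-sided permutation test of the group means. The Jaccard index and the genotype-specific counts were set against the other 2 ways to split 4 libraries into pairs. Regions within 3 kb of any annotated start site were called promoters, and the remaining regions were assigned to UTR, exon, intron or intergenic sequence.

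Promoter, G4 and telomeric shares of TRF2 regions were compared with 100 seeded placements of the same widths on the same chromosomes, avoiding unknown bases (two-sided). The G4 pattern was 4 runs of at least 3 G with loops of 1 to 7 bases on either strand, and a telomeric hit was at least 3 consecutive TTAGGG units on either strand. Bound and unbound promoters were compared in a 500-bp window at the ATAC summit, by a two-sided permutation test of 100000 resamples within 20 strata of GC content, weighted by the number of bound promoters. The ATAC fold rank of a promoter was its percentile in the list of Control replicate 1, or of Control replicate 2 where replicate 1 had no peak. Counts of regions were compared with Fisher's exact test (two-sided). The listed genes were compared with 10000 random lists of the same size. Shares carry exact Clopper-Pearson 95% intervals, which treat regions as independent and cover counting error only. The p-values of the 6 tests on TRF2 regions, and of the 3 comparisons of genotype means, were adjusted by the Benjamini-Hochberg method.

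The samples, the main tests, the alternatives and the rule for naming genes were fixed before the data were examined. The adjustment for multiple tests, with its 2 families, was added after the main results were known. Under that rule Terf2 came first, followed by 7 genes the study describes as carrying TRF2 and 12 others it describes as reduced in TRF2KO. Then came the 5 TRF2 regions free of IgG peaks, and the 3 specific regions per genotype, with the highest smaller-of-2 fold. Alternatives were peaks with a -log10 q of at least 5, the same number of peaks per library, the other callers, peaks found by all 3 callers, an overlap of 50% of both regions, TRF2 regions in either replicate or free of IgG peaks, start-site windows of 1 kb, protein-coding genes only, loops of up to 12 bases, 2 telomeric units, other windows and strata, a replicate block, and leaving out each replicate in turn. Testing the 12 other genes by themselves was added after the results were seen. A count was called unchanged within a factor of 1.5 of its main value.

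Functions were tested on simulated data. For genotype-specific regions, all 200 planted regions per genotype among 20000 were found, with 0 in the other splits. For pileups, 100% of 1432 simulated peaks were recovered. For the motif comparison with 18000 simulated promoters, 2% of 100 unchanged simulations gave p under 0.05, and a planted difference of 5 percentage points was estimated as 5.95. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9.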

Results

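Muscle stem cells (MuSCs) are the resident stem cells of skeletal muscle. TRF2, encoded by Terf2, is a protein of telomeres, the repeat-bearing ends of chromosomes. The data asked where TRF2 lies along the MuSC genome and whether its loss changes which chromatin is open. There were 7 libraries from mouse MuSCs. CUT&Tag, in which an antibody tethers a transposase to the chromatin a protein occupies, gave 2 TRF2 libraries and 1 library with a control IgG antibody, all labelled as taken 3 days after notexin, a muscle-damaging toxin. The methods text of the study gives a shorter time after injury for CUT&Tag, so the time point is uncertain. ATAC-seq, in which a free transposase cuts open chromatin, gave 2 Control and 2 TRF2KO libraries labelled 0 h. The genotype field of the TRF2KO libraries reads wild type, and their titles were used to group them. All coordinates are on mouse build GRCm38.

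The peak lists held 656 peaks for IgG, 12290 and 15479 for TRF2 replicates 1 and 2, 89160 and 100521 for Control replicates 1 and 2, and 84776 and 84102 for TRF2KO replicates 1 and 2, as called with MACS on autosomes 1 to 19, X and Y. Read totals were not analysed here, so depth was taken from the pileup implied by each peak's fold and Poisson p. The background pileup was 3.35 and 4.56 fragments in the Control libraries and 3.37 and 3.41 in the TRF2KO libraries, which makes Control replicate 2 the deepest ATAC library. The lowest background pileup was 0.399 for IgG and 0.312 and 0.285 for TRF2. Over peaks with a -log10 p under 200, median summit pileups were 30, 30, 29 and 27 fragments in the ATAC libraries. These used 75043 and 85975 Control peaks and 71391 and 71472 TRF2KO peaks. The strongest peaks were left out, so the medians understate the ATAC summits. With the same limit the median was 9 fragments in all 3 CUT&Tag libraries. CUT&Tag peaks therefore rested on few fragments, and intervals given for shares are exact 95% binomial intervals that cover counting error only.

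The targeted gene was examined first. Terf2 (ENSMUSG00000031921.17) lies on chromosome 8 from 107069400 to 107096547 on the minus strand. All 4 ATAC libraries had a peak over its start site and exon 1, from 107095789 to 107096982 in Control replicate 1. The fold of this peak, the authors' own value within each list, was 54.3 and 48.4 in Control and 21.5 and 18.6 in TRF2KO. Ranked within its own list, the peak stood at percentile 90.1 and 91.5 in Control and 75.0 and 73.3 in TRF2KO. Between the lower Control and the higher TRF2KO library the rank dropped by 15.1 percentile points. Of 25040 promoter regions with a peak in all 4 libraries, 454 (1.81%) dropped at least as far, Terf2 included, and 39 rose as far. A TRF2 peak lay at the same start site in replicate 1 (107096115 to 107096611, fold 5.40), while TRF2 replicate 2 and IgG had none.

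**Figure D1:**
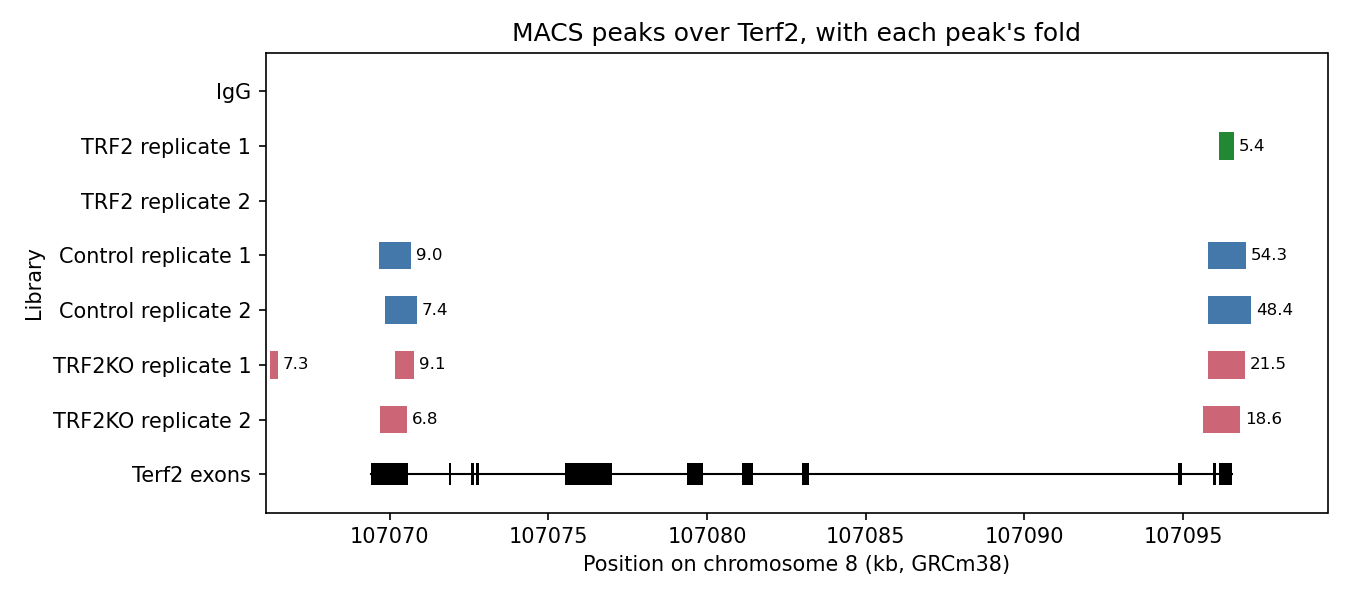
MACS peaks of each library (boxes) over Terf2 on chromosome 8, with position in kb on the horizontal axis, each peak's fold beside its box and the annotated exons in black. The promoter peak at the right had a fold of 54.3 and 48.4 in the Control lists and of 21.5 and 18.6 in the TRF2KO lists.

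Whether TRF2 loss changed the extent of open chromatin was asked first of the totals. MACS listed 94840.5 ± 8033 peaks in Control and 84439 ± 477 in TRF2KO (SD, n = 2 each). The difference of -10401.5 peaks (-11.0% of the Control mean) was larger than the pooled within-group SD of 5690.5, and the exact two-sided permutation test gave p = 0.333. With 2 libraries against 2 there are 6 assignments, and 0.333 is the smallest p they can give. No exact permutation test of these libraries could therefore reach 0.05. The same peaks covered 73.6 ± 4.69 Mb in Control and 63.7 ± 2.31 Mb in TRF2KO (SD, n = 2 each), a difference of -9.95 Mb with an exact two-sided permutation p of 0.333. Control replicate 2 carried much of both differences, which were -4721 peaks and -6.63 Mb without it. The alternative that moved the peak number most was the SEACR caller, under which TRF2KO had 3310 more regions than Control. That reversal rested on Control replicate 2 with its 17237 SEACR regions, since Control replicate 1 had 26495 and the TRF2KO libraries had 26036 and 24316. In base pairs SEACR kept the direction of MACS, at -32.7 Mb. Most of that difference also rested on Control replicate 2, with 224.4 Mb. Control replicate 1 had 164.1 Mb, against 160.0 and 163.1 Mb in TRF2KO. Adjustment over the 3 comparisons of genotype means left each p at 0.333.

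The callers differed in how they divided the genome into regions. GoPeaks listed 66221 and 67147 regions in Control and 62083 and 59774 in TRF2KO. SEACR listed 26495 and 17237 in Control and 26036 and 24316 in TRF2KO. SEACR regions in Control replicate 2 had a median width of 9450 bp and covered 224.4 Mb, against median widths of 4770 to 5240 bp and 160.0 to 164.1 Mb in the other ATAC libraries. Of the MACS peaks, 42482 (47.6%) and 39269 (39.1%) in Control and 39926 (47.1%) and 37521 (44.6%) in TRF2KO were overlapped by both other callers in the same library, 159198 in all.

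**Figure D2:**
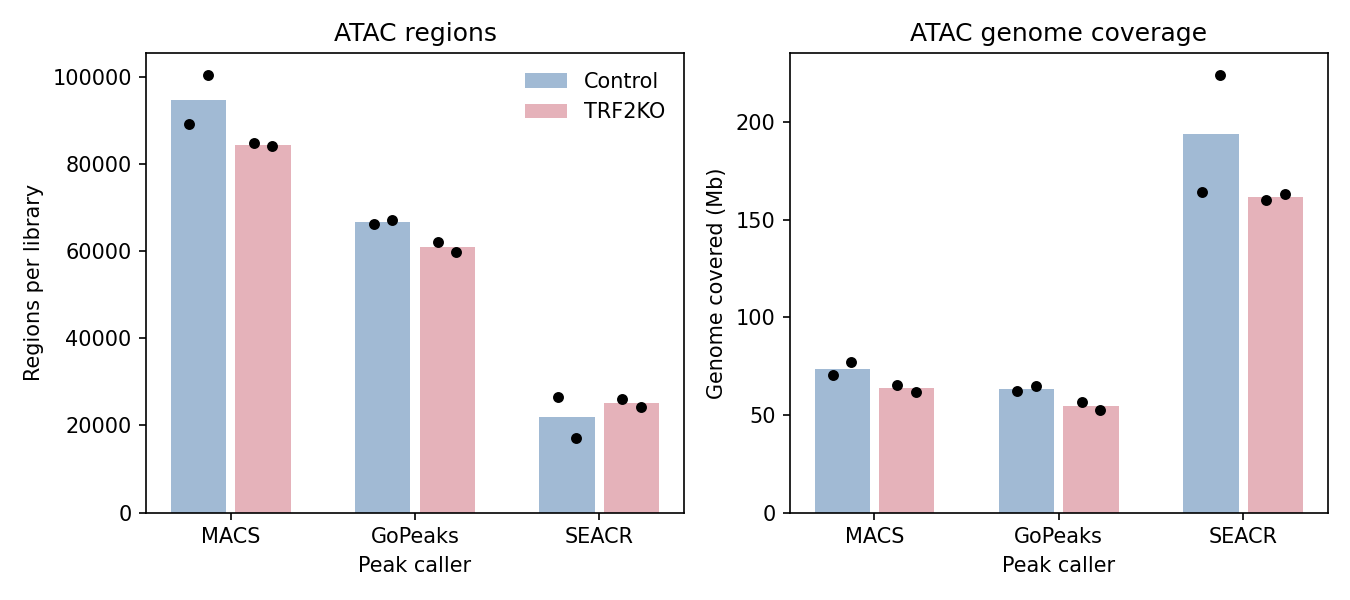
Regions per library (left) and genome covered in Mb (right) for each peak caller, with bars at the mean of 2 libraries and points for single libraries. SEACR covered 224.4 Mb in 17237 regions in Control replicate 2, apart from the other ATAC libraries.

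The study built a consensus of the callers, to be split into shared and unique regions, and the consensus is used here as 1 list per genotype. The Control list held 42892 regions (265.1 Mb, median width 2420 bp) and the TRF2KO list 42522 (207.1 Mb, median width 3555 bp). Merged, they gave 42450 regions. Of these, 35177 (82.9%, interval 82.5 to 83.2%) were in both lists, 5639 (13.3%, interval 13.0 to 13.6%) in Control alone and 1634 (3.85%, interval 3.67 to 4.04%) in TRF2KO alone. The regions in a single list were narrow, with median widths of 471 bp for Control and 455.5 bp for TRF2KO. A MACS peak of a TRF2KO library lay in 4445 (78.8%) of the Control-only regions, and a MACS peak of a Control library lay in 1446 (88.5%) of the TRF2KO-only regions. In both TRF2KO libraries a MACS peak lay in 2107 (37.4%) of the Control-only regions, and in both Control libraries in 770 (47.1%) of the TRF2KO-only regions. The shared count moved most with lists rebuilt from MACS peaks in both libraries of a genotype, to 61465, with 13116 in Control alone and 4360 in TRF2KO alone. The counts in a single list moved most when each region had to overlap the other by 50% of both, to 17698 in Control alone and 17328 in TRF2KO alone, with 25194 shared.

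Libraries of the same genotype were compared with libraries of different genotypes by the Jaccard index, the base pairs shared by their peaks over the base pairs in either. It was 0.689 for the Control pair and 0.685 for the TRF2KO pair. Between genotypes it was 0.687 and 0.665 for Control replicate 1 with TRF2KO replicates 1 and 2, and 0.654 and 0.633 for Control replicate 2. The mean within genotypes exceeded the mean between them by 0.0277, where the 4 between-genotype values had an SD of 0.0223. The other 2 ways to split the 4 libraries into pairs gave -0.0135 and -0.0142, so 1 of 3 splits gave a value as large, and 0.333 is the smallest share possible. SEACR regions reversed the direction, at -0.00345.

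Merging the MACS peaks of the 4 ATAC libraries gave 122720 regions, of which 61610 (50.2%) had a peak in every library. There were 6880 regions (5.61%) with a peak in both libraries of 1 genotype and in neither of the other, 5500 for Control and 1380 for TRF2KO. The other 2 splits gave 3169 and 3203 such regions, again 1 of 3 splits as large. Among the alternatives that kept all 4 libraries, SEACR moved the total (737) and the Control count (239) most, with 498 for TRF2KO, and under SEACR another split gave more regions (1277) than the genotypes did. The TRF2KO count moved most, to 280, with peaks of a -log10 q of at least 5 and no peak of any caller in the other genotype, a setting that gave 1982 for Control. Leaving out any library left a single one in an arm, which raises these counts by construction. Without Control replicate 2 there were 13199 Control-specific and 3140 TRF2KO-specific regions. With MACS peaks also found by both other callers, the genotypes gave 3081 regions and the larger of the other splits 2666. Genotype-specific regions lay within 3 kb of a transcription start site less often than regions open in all 4 libraries, at 24.7% (interval 23.5 to 25.8%) for Control, 30.4% (interval 27.9 to 32.9%) for TRF2KO and 40.6% (interval 40.3 to 41.0%) for regions open in all. They were also narrower, with median widths of 392 and 381 bp against 982 bp. The share was not computed for the splits that mix the genotypes, so it cannot be tied to genotype.

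**Figure D3:**
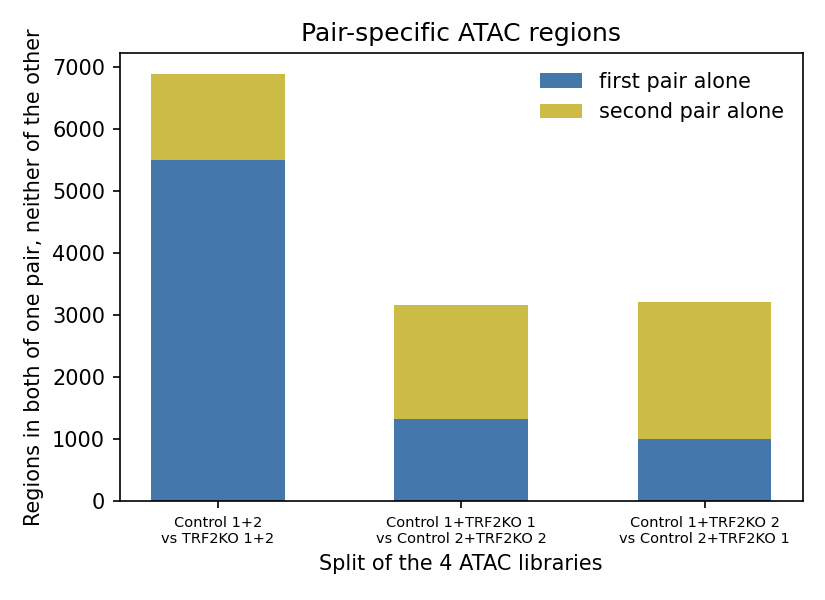
Number of merged ATAC regions with a MACS peak in both libraries of a pair and neither of the other pair, for the 3 ways to split the 4 libraries, with the first-named pair in blue and the second in yellow. The split by genotype gave 6880 regions, and the splits that mixed the genotypes gave 3169 and 3203.

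The genotype-specific regions with the highest folds are named here. For Control, the first lay on chromosome 11 from 78223702 to 78224020 in an intron of Supt6, 21967 bp from the start of the gene and 16 bp from that of an internal transcript, with folds of 15.0 and 15.7. The next were intergenic, on chromosome 17 from 8197438 to 8197789 (31937 bp from the start of the gene Fgfr1op, folds 15.6 and 14.4) and on chromosome 3 from 63173921 to 63174162 (67375 bp from Mme, folds 15.0 and 12.1). Of the 4 GoPeaks and SEACR lists of the TRF2KO libraries, 1 had a region over the Supt6 region and 2 had a region over the one near Mme, so their absence from TRF2KO held for MACS and not for every caller, while none had a region over the one near Fgfr1op. For TRF2KO, the first lay between genes on chromosome X from 140447647 to 140447849, 8764 bp from Prps1, with folds of 106 and 103. GoPeaks listed a region over it in both Control libraries, and SEACR in Control replicate 1, so its absence from both Control libraries held for MACS alone. The next lay between genes on chromosome 1 from 119125584 to 119126243 (71965 bp from Gli2, folds 31.8 and 26.8) and on chromosome 4 from 31941579 to 31942189 (21908 bp from Map3k7, folds 27.4 and 25.4), and neither GoPeaks nor SEACR listed a region over them in Control. None of these 6 regions held a TRF2 region or a G-quadruplex motif.

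For TRF2 binding, 7414 merged regions had a peak in both TRF2 libraries (median width 483.5 bp, 3.84 Mb), and 20271 had a peak in either. The Jaccard index of the replicates was 0.318. Of the peaks of replicate 1, 60.4% (interval 59.6 to 61.3%) overlapped a peak of replicate 2, and of the peaks of replicate 2, 48.4% (interval 47.6 to 49.1%) overlapped a peak of replicate 1. Among peaks with a -log10 q of at least 5 these shares, counted against all peaks of the other replicate, were 84.7% and 70.9%. With that limit on both replicates 3657 regions remained. An IgG peak overlapped 242 (3.26%, interval 2.87 to 3.69%) of the 7414 regions. The share was 2.25% for peaks of replicate 1 alone and 2.10% for peaks of replicate 2 alone. In the other direction, 245 of 656 IgG peaks (37.3%, interval 33.6 to 41.2%) overlapped a TRF2 region.

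Of the 7414 regions, 5288 (71.3%, interval 70.3 to 72.4%) lay within 3 kb of a start site. Placed at random on the same chromosomes with the same widths, 17.4 ± 0.407% did so (SD over 100 placements, two-sided p by permutation of positions = 0.0198, the smallest they can give, and 0.0396 after Benjamini-Hochberg adjustment over the 6 tests on TRF2 regions). Among IgG peaks the share was 18.3%. Beyond promoters, 1011 regions (13.6%) lay in introns, 998 (13.5%) between genes, 76 in exons, 36 in 3' UTRs and 5 in 5' UTRs. The share moved most with regions found in either replicate, to 54.3%.

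A G-quadruplex (G4) is a 4-stranded fold of guanine-rich DNA, and the study asked whether TRF2 regions carry sequences able to form it. The pattern searched was 4 runs of at least 3 G separated by loops of 1 to 7 bases, on either strand. It was found in 2633 regions (35.5%, interval 34.4 to 36.6%), in 8.68 ± 0.323% of random placements (SD over 100 placements, two-sided p by permutation of positions = 0.0198, the smallest they can give, adjusted 0.0396) and in 10.4% of IgG peaks (interval 8.14 to 13.0%). Loops of up to 12 bases raised the share to 52.8%. Requiring a single replicate lowered it to 25.4% for replicate 1 and 20.7% for replicate 2. Those peaks were narrower (median 341 and 284 bp), and their random placements held a motif in 6.57% and 5.59% of cases. The share was 4.09 times random for regions in both replicates, 3.87 for replicate 1 and 3.71 for replicate 2. IgG peaks were narrower too (median 308 bp), and no width-matched comparison with them was made. TRF2 regions were richer in GC than a random placement, at 61.3% against 42.1%. The motif was in 43.1% of regions at promoters and 16.7% of the others.

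Because promoters are GC rich, bound and unbound promoters were compared directly. Of 18729 Control consensus regions within 3 kb of a start site, 5027 held a TRF2 region anywhere within them. A motif lay in the 500-bp window at the ATAC summit in 39.1% (interval 37.7 to 40.4%) of bound and 24.4% (interval 23.7 to 25.2%) of unbound promoters. Their mean GC content was 62.3% and 55.2%. Within 20 strata of GC content the difference was -0.439 percentage points (two-sided permutation p = 0.606, also after adjustment). Without strata it was 14.6 points (two-sided permutation p = 1e-05, the smallest that 100000 resamples can give). With peaks of TRF2 replicate 1 alone the stratified difference changed sign, to 0.420 points, and with a 200-bp window it was 1.15 points (two-sided permutation p = 0.0945). Bound promoters were also the more accessible ones, though by their labels TRF2 was mapped after injury and ATAC at 0 h. Ranked by ATAC fold within the list of Control replicate 1, or of replicate 2 where replicate 1 had no peak, the share bound was 2.48% in the lowest quintile, then 5.39%, 16.7% and 37.1%, and 72.5% (interval 71.0 to 73.9%) in the highest.

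**Figure D4:**
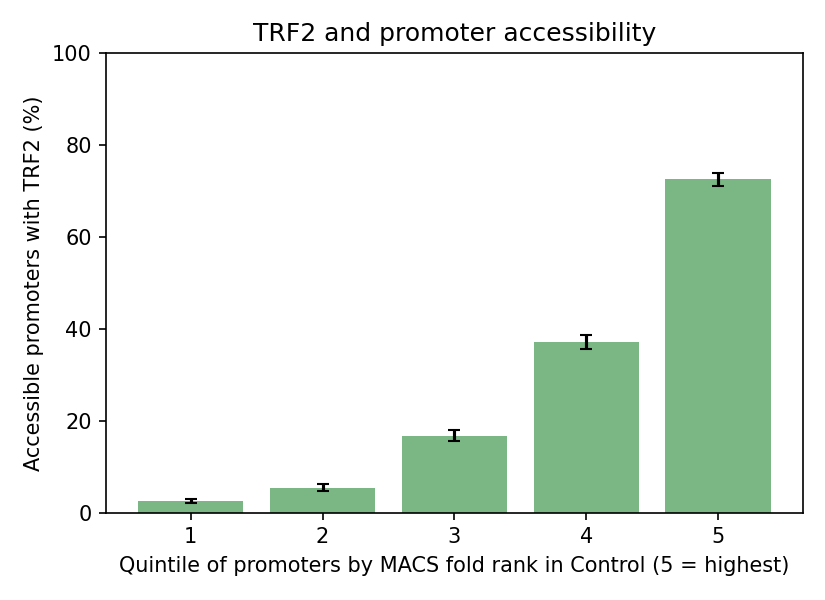
Percent of accessible promoters holding a TRF2 region (bars, with exact 95% binomial intervals) by quintile of ATAC peak fold, from the lowest (1) to the highest (5). The share was 2.48% in the lowest and 72.5% in the highest.

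TRF2 binds the telomeric repeat TTAGGG, and a mapped peak list can show it only where the assembly holds such repeats away from unplaced chromosome ends. At least 3 consecutive units lay in 35 of the 7414 regions (0.472%, interval 0.329 to 0.656%), against a mean of 0.00715% over 100 random placements (two-sided p by permutation of positions = 0.0198, the smallest they can give, adjusted 0.0396). Among IgG peaks the share was higher, at 24 of 656 (3.66%, interval 2.36 to 5.39%), in a single library with a much shorter list. In number of peaks with repeats the TRF2 libraries were higher, at 38 and 45. Fisher's exact test of the 7414 TRF2 regions against the IgG peaks gave an odds ratio of 0.125 (two-sided p = 6.52e-12). It was kept out of the adjusted tests and no conclusion is drawn from it, since peaks are not replicates and the lists share loci. An IgG peak overlapped 24 of the 35 TRF2 regions, and without those regions 11 (0.153%) remained. Peaks of replicate 1 alone gave 0.309% and peaks of replicate 2 alone 0.291%. With peaks of a -log10 q of at least 5 the share was higher, at 33 of 3657 regions (0.902%, interval 0.622 to 1.26%).

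The 5 TRF2 regions with the highest folds among those free of IgG peaks had an ATAC peak in all 4 libraries. The first lay between genes on chromosome 3 from 159939405 to 159939678, 99733 bp from the start of Wls, with folds of 33.9 and 40.2. It held telomeric repeats, and its first G4 motif was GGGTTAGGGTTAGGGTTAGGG from 159939405 to 159939425. The second, in an intron of Dop1b on chromosome 16 from 93789191 to 93789413 (folds 33.1 and 38.0), also held telomeric repeats. The others held no repeats and no G4 motif with loops of up to 7 bases. They lay in an intron of Gm26561 on chromosome 17 (70963658 to 70963935, folds 32.6 and 35.6), in an intron of Gphn on chromosome 12 (78350869 to 78351245, folds 31.1 and 36.7) and between genes on chromosome 16, 11023 bp from Hic2 (17222214 to 17222549, folds 30.7 and 34.8).

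Whether sites bound by TRF2 stayed open without it was asked from the overlap with ATAC peaks. The TRF2 libraries were labelled 3 days after notexin and the ATAC libraries 0 h, so the assays may describe different cell states. The study reports reduced Terf2 RNA in MuSCs early after injury. Overlap also records only whether a peak was called, and a site can weaken and keep its peak. Of the 7414 regions, 90.2% and 90.3% lay in peaks of the Control libraries and 89.9% and 89.6% in peaks of the TRF2KO libraries. The means were 90.3 ± 0.105% and 89.7 ± 0.191% (SD, n = 2 each), a difference of -0.519 percentage points with an exact two-sided permutation p of 0.333, the smallest possible. Both TRF2KO libraries lay below both Control libraries, and the difference was larger than the SD of either group. The TRF2KO peaks also covered less of the genome (63.7 against 73.6 Mb), and this share was not computed with equal peak numbers. The difference therefore need not be an effect at TRF2 sites. With SEACR regions and with an overlap of 50% of both regions TRF2KO was higher, by 1.44 and 2.76 points. Without TRF2 replicate 1 the difference was -1.02 points, and without TRF2 replicate 2 it was -0.842 points. Of the IgG peaks, 35.1% (interval 31.4 to 38.8%) lay in ATAC peaks of Control replicate 1.

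If TRF2 kept its own sites open, regions found in Control alone would hold TRF2 more often than regions found in TRF2KO alone. That holds only where its loss ended a peak call. Bound promoters tended to have strong ATAC peaks, with 72.5% bound in the highest fold quintile and 2.48% in the lowest. A strong peak can weaken and still be called, so this test cannot exclude a loss of strength at bound sites. The assays also differ in time by their labels. A TRF2 region lay in 29 of 5500 Control-specific regions (0.527%, interval 0.353 to 0.756%) and in 13 of 1380 TRF2KO-specific regions (0.942%, interval 0.503 to 1.61%). The difference was -0.415 percentage points (Fisher's exact test over regions, which are not replicates, two-sided p = 0.0829, adjusted 0.0995). The other splits gave 0.344 points (Fisher's exact test, two-sided p = 0.259) and 0.250 points (p = 0.469 by the same exact test). With the same number of peaks per library, p for the difference of -0.474 points was 0.0252, and with TRF2 regions in either replicate p for -0.988 points was 0.0471, both by Fisher's exact test, two-sided. SEACR regions reversed it, to 0.787 points. Regions open in all 4 libraries held TRF2 in 10.5% of cases (interval 10.3 to 10.8%).

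Finally, 19 genes named in the study were examined, 7 described as carrying TRF2 and 12 others described as reduced in TRF2KO. The study describes the 7 as reduced as well. The study named the 7 for TRF2 enrichment in the CUT&Tag data of the same study, and the 12 for RNA levels in the same mouse model, so the list is not independent. All 19 had an accessible promoter. A TRF2 region lay within 3 kb of a start site, or had the gene as its nearest protein-coding gene, for 13 of them, against 8.23 ± 2.14 (SD) in 10000 random lists of 19 from 14813 genes with an accessible promoter. The count stood at percentile 97.8 (two-sided permutation p = 0.0448), and the adjusted p was 0.0672, above 0.05. Because of how the 7 genes were chosen, this p is not evidence of an excess. Of those 7 genes, 6 had a region, against a random mean of 3.00. Of the 12 other genes 7 had a region, against a random mean of 5.20 (two-sided permutation p = 0.447). With peaks of a -log10 q of at least 5, 4 genes had a region against a random mean of 4.61 (two-sided permutation p = 0.985). With regions in either replicate all 19 genes had one, against a random mean of 14.1 (two-sided permutation p = 0.0066). The 13 genes gave p = 0.0018 against lists from all protein-coding genes (random mean 5.95), 0.04 with start-site windows of 1 kb and 0.0452 without regions overlapping IgG peaks, by the same permutation test and before adjustment. None had an IgG peak. Only 6 of the 13 had a region within 3 kb of a start site (Cd34, Hey1, Dag1, Cxcr4, Prmt1 and Col5a3). Dll1, Notch2, Sirt2, Col5a1, Col6a1 and Myf5 had none in both replicates, though each had at least 1 region in a single replicate.

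The 13 genes had 19 regions, of which 17 overlapped an ATAC peak in all 4 libraries. The remaining 2, on chromosome 3 from 8793920 to 8794243 (126664 bp from Hey1) and on chromosome 6 from 3853862 to 3854581 (89148 bp from Calcr), overlapped none. A G4 motif lay in 3 of the 19. These were the Cxcr4 promoter region (chromosome 1, 128592380 to 128592619), a region in the 3' UTR of Cntnap1, past the 3' end of Ezh1 and 36595 bp from its start (chromosome 11, 101189536 to 101189868), and a Col5a3 intron (chromosome 9, 20812674 to 20813203). The Cxcr4 motif was GGGGGCGGGGCGCAGGGCGCGGG from 128592387 to 128592409. The region assigned to Pax7 lay on chromosome 4 from 139805284 to 139805697, in an intron 27831 bp from the start of the gene, with TRF2 folds of 5.79 and 4.98. It held no G4 motif, with loops of up to 7 or 12 bases, and it had an ATAC peak in all 4 libraries. The study describes its G4-containing Pax7 site as an enhancer past the transcription termination site. The region here lies within the gene, so its lack of a motif was not taken to bear on that enhancer. Regions were assigned by start sites, so one past the end of Pax7 could go to another gene, and the enhancer was not searched.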

Values the study reported

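The study reported 20,277 TRF2 peaks in MuSCs. It stated that about 50% of them, or 10,413 peaks, held predicted G4-forming sequences by either of its prediction tools. For ATAC-seq it reported 35,177 accessible regions present in both genotypes.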

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

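Over all results, 132 alternatives were computed. In 80 of them the result kept its direction and its side of the threshold, or stayed within its spread or within 1.5 times its count. Of the rest, 40 moved, 9 changed direction, 2 passed the threshold that the main value did not and 1 no longer passed it. The exact permutation tests of 2 libraries against 2 cannot give p under 0.333, so their p says nothing about stability.

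SEACR reversed 4 results. With its regions the difference in peak number was 3310, similarity within minus between genotypes was -0.00345, the difference in accessible TRF2 regions was 1.44 percentage points and the difference in TRF2-bound share was 0.787 points, each against the direction of MACS. It gave 737 genotype-specific regions (239 Control, 498 TRF2KO), so the excess of Control-specific over TRF2KO-specific regions was reversed as well. The reversed peak number rested on Control replicate 2 (17237 regions), as Control replicate 1 had 26495 against 26036 and 24316 in TRF2KO. The cause of the other changes was not tested. In base pairs SEACR kept the direction, at -32.7 Mb, most of which also rested on Control replicate 2. GoPeaks gave 724 TRF2KO-specific regions. Peaks found by all 3 callers gave 3081 specific regions (2227 Control, 854 TRF2KO), which is fewer by construction, as fewer peaks enter.

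Stricter peaks, with a -log10 q of at least 5, lowered the TRF2KO-specific regions to 829 and the TRF2 regions in both replicates to 3657, since fewer peaks enter. They raised the share overlapping IgG to 3.77%. They left 4 listed genes with a TRF2 region, below the random mean of 4.61. Without the 7 genes named for their TRF2 signal, an alternative chosen after seeing the data, 7 of the other 12 listed genes had a region (random mean 5.20, two-sided permutation p = 0.447), with fewer genes tested. Over all alternatives of that result p ran from 0.0018 to 0.985. Strict peaks with no peak of any caller in the other genotype gave 2262 specific regions (1982 Control, 280 TRF2KO). With the same number of peaks per library the difference in TRF2-bound share was -0.474 points (Fisher's exact test, two-sided p = 0.0252), and with TRF2 regions in either replicate it was -0.988 points (p = 0.0471, same exact test). Across the alternatives of the bound share p ran from 0.0252 to 0.691. Regions in either replicate overlapped IgG peaks in 1.77% of cases. The cause of these changes in share was not tested.

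For the consensus lists, an overlap of 50% of both regions gave 17698 regions in Control alone and 17328 in TRF2KO alone, because regions of different width in the lists no longer match. The same overlap rule turned the difference in accessible TRF2 regions to 2.76 points, while the mean share of accessible regions dropped to 21.6%. Lists rebuilt from MACS peaks in both libraries of a genotype gave 61465 shared, 13116 Control-only and 4360 TRF2KO-only regions.

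The motif difference between bound and unbound promoters was 14.6 points without GC strata (two-sided permutation p = 1e-05) and 1.15 points with a 200-bp window (two-sided permutation p = 0.0945), against -0.439 points in the main setting. The cause of the second change was not tested.

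Leaving out 1 ATAC library gave from 16339 to 25365 specific regions, from 8558 to 22679 for Control and from 2686 to 8659 for TRF2KO. These rise by construction, because 1 library is left in an arm. The difference in peak number ran from -16082 to -4721, the latter without Control replicate 2. Leaving out 1 TRF2 replicate gave from 2.10 to 2.25% of regions overlapping IgG, from 56.3 to 62.1% at promoters, from 20.7 to 25.4% with a G4 motif and from 0.291 to 0.309% with telomeric repeats. For the G4 motif the share in random placements of these narrower peaks fell as well, from 8.68% to between 5.59 and 6.57%. Otherwise the cause of these changes in share was not tested. Leaving out 1 TRF2 replicate gave from -1.15 to 0.420 points for the motif difference. Across the fits that left out any replicate, the difference in accessible TRF2 regions ran from -1.02 to -0.384 points.

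Control and TRF2KO share replicate numbers in their titles. Over the 122720 merged regions the correlation of the replicate difference in Control with that in TRF2KO was 0.00336, so the numbers were not taken to pair the libraries. With the replicate number as a block the differences stayed at -10401.5 peaks (-4384 and -16419 in the pairs), -9.95 Mb and -0.519 points of accessible TRF2 regions, and the sign-flip p was 0.5, the smallest that 2 pairs can give.

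Depth limits absence calls. The median CUT&Tag summit held 9 fragments, so a TRF2 peak found in a single replicate cannot be told from a missed one in the other, and Control replicate 2 had a background pileup of 4.56 against 3.35 to 3.41 in the other ATAC libraries.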

Other observations

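Several tests of explanations were chosen only after the result was seen. These covered the depth of Control replicate 2, callers missing a threshold, untargeted cutting, promoter ranks in general and minimum peak length. The splits that mix genotypes for TRF2 content and the test of the 12 other listed genes were also chosen then. Equal peak numbers and GC strata were settings fixed beforehand, and only their use as tests of an explanation was chosen afterwards. The TRF2 region number here, 7414, required a peak in both replicates and is lower than the value quoted from the study above. Regions in either replicate numbered 20271, close to that value. The replicate rule can therefore account for the lower number, though the study does not state its own rule. Regions with a G4 motif numbered 2633 in both replicates and 4418 (21.8%) in either. Both numbers are lower than the value quoted from the study above. The pattern used here is not the prediction tools of the study.

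The Terf2 promoter peak ranked lower in both TRF2KO lists than in both Control lists. A general fall of promoter ranks would put many promoters in the same position, and 1.81% of promoters with a peak in all 4 libraries fell as far. That argues against a general fall as the whole cause. However, 454 promoters fell as far and 39 rose as far, so large falls outnumbered large rises, and a downward shift of promoter ranks may account for part of the fall at Terf2. Deletion of part of Terf2 in the sorted cells may contribute. It was not tested, since the floxed exons and reads over them were not analysed here.

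Control-specific ATAC regions outnumbered TRF2KO-specific ones among MACS peaks. Under SEACR the excess was reversed (239 against 498), and a split that mixes the genotypes gave more regions (1277) than the genotypes did (737), so what follows holds for MACS peaks. Leaving out Control replicate 2 gave 13199 against 3140, but that sets 1 Control library against 2 and so was replaced, after its values were seen, by comparisons of single libraries. If the greater depth of Control replicate 2 were the whole cause, Control replicate 1 alone, with a background pileup like that of TRF2KO, would show no excess. Against single TRF2KO libraries it had at least 1.44 peaks of its own for each peak of theirs (17581 against 12244), and Control replicate 2 had 2.60 and 2.67. With the same number of peaks in each library an excess of 2.06 remained (4022 against 1949). Splits that mix the genotypes were also uneven in the main setting, at 1323 against 1846 and 1005 against 2198. Such unevenness was not computed for single libraries or for equal peak numbers. The excess that depth or peak number alone could leave is therefore not known. Both ratios were lower than the 3.99 of the main setting. The share of fragments in peaks, a chance difference among 4 libraries and an effect of TRF2 loss stay open and untested.

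Regions in the Control consensus list alone need not be closed in TRF2KO. A MACS peak of either TRF2KO library lay in 78.8% of them, and a peak of both in 37.4%. By library, MACS peaks lay in 62.8% and 53.4% of them and GoPeaks regions in 40.8% and 27.3%. This is consistent with a caller missing its threshold in part of these regions, and such regions may differ in strength rather than in presence. An effect of TRF2 loss on their strength was not tested.

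Genotype-specific ATAC regions rarely held a TRF2 region, against 10.5% of regions open in all 4 libraries. Their folds were lower, with a median of 4.37 in the Control replicate 1 list against 14.5. Shared regions matched on that fold held TRF2 in 2.02% of cases, and in 1.73% when also matched on lying at a promoter, against 0.527% of Control-specific regions (permutation p = 1e-05 for each, the smallest that 100000 resamples can give). Taken alone these values leave a gap that weakness would not. They were first read as excluding weak peaks and then as undecided, after the values were seen, because regions required to have a peak in all 4 libraries are selected for strength in the other 3 lists, which the match on 1 list does not remove. Weakness therefore cannot be told apart from genotype by this match. Regions found in a pair of libraries that mixes the genotypes held TRF2 in 0.628% of cases, against 0.610% of genotype-specific regions (Fisher's exact test, two-sided p = 0.912). The low share may thus belong to regions near the calling threshold of any library, whatever their genotype.

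TRF2-bound accessible promoters held a G4 motif more often than unbound ones, and the difference was -0.439 points within strata of GC content. Strata of ATAC fold rank alone left 9.91 points (two-sided permutation p = 1e-05, the smallest the resamples can give), so stronger accessibility is not the whole cause of the raw 14.6 points, though part of them went with it. Within strata of both it was 0.0837 points (two-sided permutation p = 0.944), which decides nothing about accessibility, since GC content alone had already removed the difference. Higher GC content of bound promoters may be enough to give the raw difference. A limit is that a G4 motif is itself GC rich, so GC strata remove part of any motif effect, and the window lay at the ATAC summit rather than at the TRF2 peak.

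Most TRF2 regions lay in ATAC peaks, and the share of bound promoters rose with ATAC fold. The labels place the assays at different times, after notexin for TRF2 and at 0 h for ATAC. If the tethered transposase cut open chromatin without a target, IgG would list about as many such peaks. IgG had 230 peaks in ATAC peaks of Control replicate 1, against 10007 and 11508 for TRF2, although its lowest background pileup (0.399) was not below theirs (0.312 and 0.285). That argues against untargeted cutting as the whole cause, with a single IgG library. Binding of the TRF2 antibody to other proteins at active promoters stays open, as no TRF2KO CUT&Tag library was analysed here.

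The listed genes had TRF2 regions more often than random genes with an accessible promoter, before adjustment. Among them are 7 that the study named for TRF2 signal in CUT&Tag, so the list holds genes chosen for the pattern, and the 12 others showed no detectable excess (7 with a region, two-sided permutation p = 0.447). The promoters of the whole list stood higher in ATAC fold, with a median percentile of 91.8 against 88.1, and random lists matched on that rank had 10.4 genes with a region on average, against 13 (two-sided permutation p = 0.286). Because of how the genes were chosen, that match decides nothing about accessibility. Both may contribute and cannot be told apart here. A link to stem cell function was not tested.

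The TRF2KO-specific region with the highest fold, near Prps1, was narrow. Its peak was 199 bp wide in replicate 1 and 203 bp in replicate 2, and the shortest peak in each list was 192 bp. Peaks of at least its fold had median widths of 1753 and 1713.5 bp. GoPeaks listed the same 200-bp bin in all 4 libraries. A minimum peak length in MACS may have dropped a slightly narrower pileup in Control, where the shortest peaks were 192 and 190 bp, so this region is weak evidence for a genotype difference. A true gain in TRF2KO was not excluded.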
